A study of Homo sapiens with 4 samples.

How the data were processed

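Total RNA was sequenced from cultures labelled K1 with a control hairpin (shCtrl, 2 libraries) or a hairpin against TBX3 (shTBX3, 2 libraries) on the BGISEQ-500, per the labels. The deposited table holds FPKM, fragments scaled by transcript length and by the total of mapped fragments, as the authors computed it, for 20510 genes with NCBI gene IDs, symbols and RefSeq transcripts. The submitters' processing notes name HISAT, Bowtie2, RSEM and the hg19 (GRCh37) assembly, without versions or the role of each tool. The annotation release, filters, strandedness of the libraries and the sequences of the hairpins are not given in the sources used here. FPKM divides by transcript length and by the library total, so a change in a few abundant genes shifts all others, and genes with near-identical copies share fragments by the estimate of the quantifier.

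The labels say only that profiles were made in duplicate. Nothing says that the replicates came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. The values of the 4 libraries differed: at most 0.56% of tested genes had identical values in any pair.

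Since FPKM are not counts, genes were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), over the 13924 genes with an FPKM of at least 1 in at least 2 libraries, of which 11903 had a protein-coding transcript. The test was two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. A log2 fold change is on the log2(FPKM + 1) scale, which understates the change of genes with low values, while ratios were taken from mean FPKM without a pseudocount. Estimated counts were not used, because the table gave FPKM alone. There were 2 residual degrees of freedom and a prior worth 4.11 from all genes, and the median SE of a log2 fold change was 0.16. On data simulated from the 13924 genes of this comparison with 200 genes changed, this fit recovered 74.6% of 2-fold and 97% of 4-fold changes with 5.25% false calls, and a shifted list was called in 5 of 5 draws and an unshifted list in 0 of 5.

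Before the data were examined, the groups, tests, alternatives, 36 gene lists and the rule for named genes were fixed. The rule took TBX3, CDKN1C, CDKN1A, CDKN1B, EZH2, EED and SUZ12 always. It added up to 8 called genes with the largest rise and 8 with the largest fall, with groups that do not overlap and a mean FPKM of at least 5 in the higher group, leaving out symbols that start with LOC. For each list called it added the 3 members with the smallest p in the direction of the list, and for each other list with a called member, that member. It gave 46 genes, of which not every gene is reported here, and a gene named outside it is said to be chosen after its values were seen. Lists with at least 5 members tested were compared with all other genes by camera (limma, preset inter-gene correlation of 0.01) with adjustment over the lists, and again with an estimated correlation and with fry, whose PValue tests whether the genes of a list move on balance in a direction. The share of members past the threshold is also given adjusted over the list alone. GO process terms in the table with 10 to 500 tested genes (773 terms) were tested in the same way.

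Depth was read from short genes. In each library the FPKM of microRNA genes at up to 6 fragments were set against whole multiples of 1 fragment, with a length from GENCODE release 44 mapped to GRCh37, an offset on the length and a number of fragments fitted together. Between 79.8% and 81.7% of these values came out whole within 0.05 fragments, a band that would hold 10% of values spread evenly. The offset was 36 or 37 nucleotides. This gives the precision of low genes: 1 fragment on a short gene is worth an FPKM of several units.

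For the closing observations, each of the 16380 heptamers found in at least 20 annotated 3' UTRs was scored over 11634 tested coding genes with a 3' UTR of at least 50 nucleotides. Of 11903 coding genes tested, 99.0% were matched to a GENCODE transcript by symbol, older symbol or gene ID. The score z is the mean limma statistic of the genes whose 3' UTR holds the heptamer, after a linear adjustment for 3' UTR length and GC content, in units of its standard error. It was compared with the smallest z in each of 100 permutations of the genes. In 3 of 3 simulated draws an implanted heptamer was ranked first. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

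The alternatives were other pseudocounts, filters and scalings, limma without the trend or with robust hyperparameters, the replicate number as a block, each library left out in turn, a minimum fold change, a stricter threshold and other list tests. Coding genes alone, coding genes without the leading heptamers and more scalings for the lists were added after the data were seen. Coordinates are those of GENCODE on GRCh37, the build the notes name.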

Results

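RNA was sequenced from cultures labelled K1, a human cell line derived from papillary thyroid carcinoma, that carried either a short hairpin RNA against TBX3 (shTBX3) or a control hairpin (shCtrl). TBX3 is a T-box transcription factor known mainly as a repressor in development. There were 2 libraries per group and 4 in all, and the series title names PRC2, the Polycomb complex that methylates histone H3, and p57KIP2, the cyclin-dependent kinase inhibitor encoded by CDKN1C. The table gave FPKM for 20510 genes, of which 16229 had a protein-coding RefSeq transcript. Between 13674 and 13757 genes reached an FPKM of 1 in a library. The values of short genes moved in whole steps that correspond to about 8560000 fragments in each shCtrl library and to 8540000 and 8520000 in the shTBX3 libraries. On the log2(FPKM + 1) scale the libraries correlated across genes with Pearson's r between 0.968 and 0.979. The shCtrl pair (r = 0.977) and the shTBX3 pair (r = 0.979) were no closer than the closest pair of libraries from different groups (r = 0.979). Across groups, libraries of the same replicate number correlated at 0.9787 and 0.9781, and those of different number at 0.9776 and 0.9676. Genes are not independent replicates, so no test was attached to these values.

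The first comparison asked whether the hairpin lowered its target. TBX3 (gene 6926; chromosome 12, 115108060 to 115121980, minus strand, GRCh37) had an FPKM of 48.94 and 54.77 in the shCtrl libraries and 27.81 and 36.99 in the shTBX3 libraries. The group means were 51.9 ± 4.12 and 32.4 ± 6.49 (SD, n = 2 each), so the knockdown libraries held 0.625 of the control level. Both shTBX3 values lay below both shCtrl values, with a fitted log2 fold change of −0.67 ± 0.17 (SE), but limma's adjusted p over all genes tested was 0.428. TBX3 was 1 of 3 T-box genes expressed well enough to test, and its limma adjusted p was 0.0215 when adjusted over the list alone. The 3' UTR of TBX3 holds the heptamer TGTCGTT, which is taken up in the closing observations.

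The second comparison concerned the genes in the series title. CDKN1C (gene 1028; chromosome 11, 2904443 to 2907005, minus strand) stood at 5.64 and 9.43 in shCtrl and at 8.75 and 13.41 in shTBX3. Its group means were 7.54 ± 2.68 and 11.1 ± 3.30 (SD, n = 2 each), a ratio of 1.47, and the groups overlapped. The log2 fold change of CDKN1C was 0.51 ± 0.28 (SE) with a limma adjusted p of 0.852, so this test did not separate the difference from the spread between replicates. At each replicate number the shTBX3 value was the higher (8.75 against 5.64 and 13.41 against 9.43). The labels do not say that the numbers pair the libraries, so a paired rise was not tested here. The size of the CDKN1C difference rested on the libraries compared, with a log2 fold change of 0.18 without shCtrl replicate 1, 0.84 without shCtrl replicate 2, 0.79 without shTBX3 replicate 1 and 0.23 without shTBX3 replicate 2. CDKN1A, which encodes the related inhibitor p21, stood at 8.21 ± 3.84 against 11.2 ± 3.22 (log2 fold change 0.44 ± 0.32, limma adjusted p = 0.918). The CDKN1A groups overlapped as well, at 5.50 and 10.93 in shCtrl and 8.87 and 13.43 in shTBX3. CDKN1B, which encodes p27, had means of 29.3 ± 0.163 and 29.9 ± 6.82, with a log2 fold change of 0.01. Of the 7 cyclin-dependent kinase inhibitor genes tested, 6 had a positive and 1 a negative log2 fold change, and the list as a whole was not called (camera adjusted p = 0.559). Its median log2 fold change was 0.12 while its mean was −0.02. The negative member, CDKN3, a phosphatase of cyclin-dependent kinases, stood at 78.5 in shCtrl and 28.2 in shTBX3 (limma adjusted p = 0.144). It was the 1 gene of this list past the threshold when adjusted over the list alone, and it is named here after its values were seen.

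**Figure D1:**
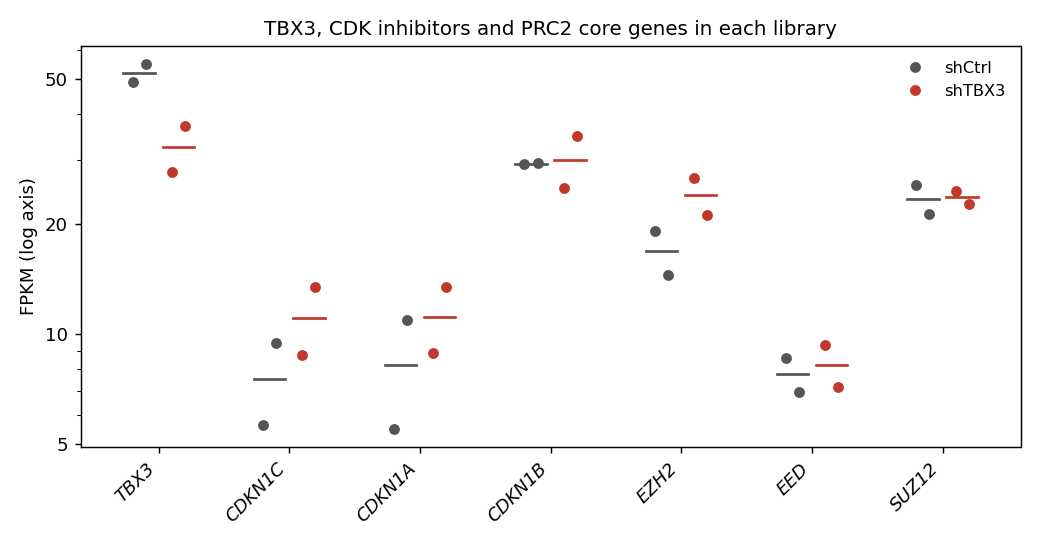
FPKM (log axis) of TBX3, 3 cyclin-dependent kinase inhibitor genes and 3 PRC2 core genes in the 2 shCtrl (grey) and 2 shTBX3 (red) libraries; points are libraries and bars are group means. TBX3 lies at 48.94 and 54.77 in shCtrl and at 27.81 and 36.99 in shTBX3, while the CDKN1C values of the groups overlap.

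The core PRC2 genes showed no difference past the threshold. EZH2, the catalytic subunit, had means of 16.8 ± 3.34 in shCtrl and 24.0 ± 4.01 in shTBX3 (SD, n = 2 each), with both shTBX3 values above both shCtrl values, a log2 fold change of 0.49 ± 0.19 and a limma adjusted p of 0.706. The log2 fold change of EZH2 ran from 0.30 to 0.68 as single libraries were left out. EED was at 7.78 ± 1.20 and 8.23 ± 1.53, and SUZ12 at 23.4 ± 3.01 and 23.6 ± 1.44, with log2 fold changes of 0.07 and 0.02 whose sign changed when single libraries were left out (down to −0.10 for EED without shTBX3 replicate 1 and −0.11 for SUZ12 without shCtrl replicate 2). Over the PRC2 core and accessory subunits, 7 of 12 members were higher and 5 lower (camera adjusted p = 0.463). Among the PRC1 subunits 10 of 19 were higher (camera adjusted p = 0.901). No member of either list passed limma's threshold over all genes or adjusted over the list alone.

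Across all genes, 13924 were tested and 25 passed limma's adjusted p of 0.05, 10 higher and 15 lower in shTBX3. Of these, 13 were protein-coding, 1 higher and 12 lower, and the other 12 were small non-coding RNAs. At an unadjusted p under 0.05 there were 929 genes, 282 higher and 647 lower, where chance alone would give 696. Setting the replicate 2 libraries against the replicate 1 libraries gave 1573 genes at that limit, and the remaining split of the 4 libraries gave 152. The 2 shTBX3 values lay wholly above or below the 2 shCtrl values in 34.6% of the genes tested, against 33.3% by chance. Leaving out a library changed both the count and its balance: 55 genes without shCtrl replicate 1 (34 higher, 21 lower), 36 without shCtrl replicate 2 (24 and 12), 12 without shTBX3 replicate 1 (0 and 12) and 25 without shTBX3 replicate 2 (3 and 22). The filter sets part of this balance, since a gene at 0 in both libraries of a group needs both libraries of the other to pass. Of the 25 calls, 16 were tested with a shTBX3 library left out and 22 with a shCtrl library left out. The 9 small RNAs called higher were not tested in the former, and the 3 called lower were not tested in the latter. Limma called 0 genes when every gene above 0 in any library was kept (1249 at an unadjusted p under 0.05). A pseudocount of 0.1 left 7 genes.

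PHGR1, a small protein gene of intestinal epithelium, had the lowest ratio among the coding genes called. Its FPKM was 12.9 ± 0.721 in shCtrl and 0.960 ± 0.184 in shTBX3 (SD, n = 2 each), 13.5-fold lower, with a fitted log2 fold change of −2.83 ± 0.16 (limma adjusted p = 0.00779). PCP4, a regulator of calmodulin, was 5.46-fold lower (25.9 ± 0.955 against 4.74 ± 1.36), and UXS1, the enzyme that makes UDP-xylose, was 4.61-fold lower (24.1 ± 0.636 against 5.22 ± 0.0778). The neutrophil-attracting chemokines CXCL1 and CXCL3 were 4.29-fold and 3.40-fold lower, from 42.2 ± 8.95 to 9.85 ± 1.60 and from 32.5 ± 0.636 to 9.57 ± 0.438. EEF1A2, a translation elongation factor, fell from 95.47 and 112.44 in the shCtrl libraries to 27.08 and 33.14 in the shTBX3 libraries. AK3, a mitochondrial adenylate kinase family member, fell from 28.8 ± 1.70 to 8.51 ± 0.686, and GJB2, a gap junction connexin, from 29.6 ± 3.34 to 10.2 ± 0.672. The limma adjusted p of these 7 genes after PHGR1 lay between 0.0129 for UXS1 and 0.0344 for CXCL1 and GJB2. The remaining coding genes called lower, named after their values were seen, were CHMP7 (27.6 against 9.90), SNPH (29.1 against 11.7), LRRC47 (42.9 against 18.1) and TAPBP, which encodes tapasin of the MHC class I peptide-loading complex (115 against 53.6). PHGR1, PCP4, UXS1, CXCL3 and EEF1A2 passed the limma threshold whichever library was left out. CXCL1 and AK3 missed it without shTBX3 replicate 1 (adjusted p = 0.0518 for both), as did GJB2 and CHMP7 (0.0606 and 0.0673), SNPH (0.110), LRRC47 (0.103) and TAPBP (0.127). Without shTBX3 replicate 2 the adjusted p was 0.0567 for GJB2 and for CHMP7, 0.0584 for SNPH, 0.0816 for LRRC47 and 0.0768 for TAPBP. SNPH (0.0557) and TAPBP (0.0662) also missed the threshold without shCtrl replicate 2, and LRRC47 (0.0556) and TAPBP (0.0582) without shCtrl replicate 1. Of these 12 genes, 5 (UXS1, AK3, GJB2, LRRC47 and TAPBP) carry the heptamer TGTCGTT or GTCGTTA in the annotated 3' UTR and 7 carry neither.

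In GRCh37, PHGR1 spans 40643234 to 40648635 on chromosome 15, PCP4 41239364 to 41301322 on chromosome 21 and UXS1 106709764 to 106810757 on chromosome 2. EEF1A2 spans 62119366 to 62130592 on chromosome 20, AK3 4709556 to 4742043 on chromosome 9 and GJB2 20761602 to 20767077 on chromosome 13. CXCL1 (74735110 to 74737025) and CXCL3 (74902306 to 74904524) both lie on chromosome 4.

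**Figure D2:**
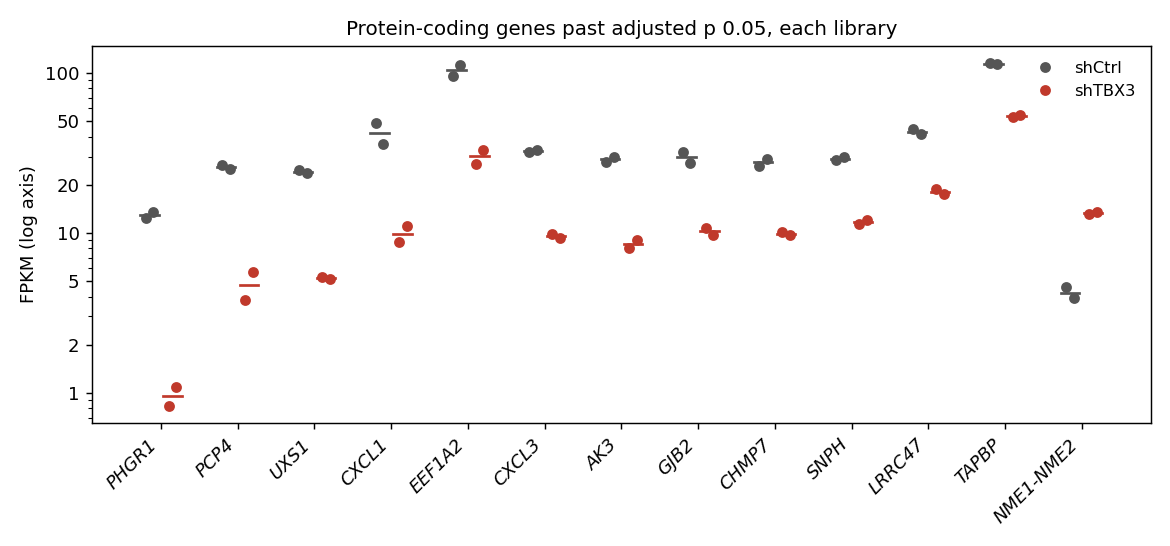
FPKM (log axis) of the 13 protein-coding genes past limma's adjusted p of 0.05, in the 2 shCtrl (grey) and 2 shTBX3 (red) libraries; points are libraries and bars are group means. In 12 genes both shTBX3 values lie below both shCtrl values, and NME1-NME2 is the 1 gene with the opposite order.

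The coding gene called higher was NME1-NME2, a readthrough of the neighbouring nucleoside diphosphate kinase genes NME1 and NME2 on chromosome 17 (49230951 to 49249105). Its FPKM was 4.24 ± 0.474 in shCtrl and 13.3 ± 0.346 in shTBX3 (SD, n = 2 each), a ratio of 3.14 (limma adjusted p = 0.0344). It shares its sequence with NME1 (276.60 and 196.23 against 280.19 and 249.44) and NME2 (561.85 and 514.89 against 508.25 and 554.00), named after their values were seen and neither of them called, so the split of fragments between the 3 entries is uncertain. NME1-NME2 also missed the threshold without shTBX3 replicate 1 (adjusted p = 0.0936) and without shTBX3 replicate 2 (0.0683).

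The 12 small RNAs called, 9 higher and 3 lower, were all listed at 0 in both libraries of a group and above 0 in both libraries of the other, so no fold is given. RNU6-7 and RNU6-8, copies of the U6 spliceosomal RNA, were listed at 0 in shCtrl and at 19.83 and 23.69 in shTBX3 with identical values for both entries, which marks them as uncertain copies of the same reads. MIR4454 was listed at 0 in shCtrl and at 6.36 and 12.54 in shTBX3. From the whole steps of FPKM, the called small RNAs with a known length other than the U6 copies rested on at most 3.05 fragments in any library. SNORD37 and SNORD93, named like MIR6783 after their values were seen, rested on about 1 fragment in each shTBX3 library. For a gene at 1 fragment per library the depth cannot separate the groups from counting error. RNU6-7 rested on about 26 fragments in shTBX3 and 0 in shCtrl, and no length was known for MIR4454 and MIR6783.

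Inflammatory and chemokine genes formed the list with the smallest p. Of the 21 targets of NF-kB and cytokines tested, 18 were lower and 3 higher in shTBX3, with a median log2 fold change of −0.45 (camera adjusted p = 3.28e-07, and adjusted p = 0.674 with an estimated correlation). CXCL1 and CXCL3 passed over all genes, and 7 members passed adjusted over the list alone. Among the 3 higher members was the chemokine CXCL8, named after its values were seen. Its means were 3.70 in shCtrl and 5.585 in shTBX3 (limma adjusted p = 0.812). SAA1, an acute-phase protein, had means of 236 ± 4.17 and 132 ± 10.6 (log2 fold change −0.84 ± 0.12, limma adjusted p = 0.116). Interferon response genes were lower in 19 of 22 members, with a median of −0.20 (camera adjusted p = 0.00226, and adjusted p = 0.674 with an estimated correlation). In that list IFI35 was at 9.56 and 8.93 in shCtrl and 3.46 and 4.93 in shTBX3, the ubiquitin-like modifier ISG15 at 67.1 ± 1.41 and 53.2 ± 0.643, and the transcription factor IRF7 at 24.7 ± 1.88 and 19.5 ± 0.990, of which IFI35 passed adjusted over the list alone. The interferon list lost its call without shCtrl replicate 2 (camera adjusted p = 0.197).

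HOX genes, classical Polycomb targets, were lower in 19 of 23 members tested, with a median log2 fold change of −0.22 (camera adjusted p = 0.00431, and adjusted p = 0.889 with an estimated correlation). HOXA10 had means of 61.9 ± 3.04 and 35.4 ± 2.69, HOXA13 of 40.5 ± 0.141 and 27.8 ± 3.16, and HOXC6 of 4.66 ± 1.36 and 2.52 ± 0.361 (SD, n = 2 each). No HOX gene passed over all genes, and HOXA10 passed adjusted over the list alone. The call was lost without shCtrl replicate 2 (camera adjusted p = 0.232) and without shTBX3 replicate 1 (0.679). Of 13 other developmental Polycomb targets tested, 4 were higher and 9 lower (camera adjusted p = 0.803), but 7 higher and 6 lower under quantile normalization, and of 14 genes of the imprinted cluster around CDKN1C on chromosome 11, 7 were higher and 7 lower (camera adjusted p = 0.463).

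Colon epithelial markers were lower in 6 of 7 members, with a median of −0.26 (camera adjusted p = 9.4e-04, and adjusted p = 0.674 with an estimated correlation). The members that moved most were PHGR1, LGALS4, a galectin (4.96 ± 0.891 against 1.35 ± 0.0566, limma adjusted p = 0.102), and TFF1, a trefoil peptide (23.3 ± 3.59 against 15.5 ± 2.08). The level of the markers varied in these libraries labelled as thyroid carcinoma, and the colon and thyroid genes in the rest of this paragraph were named after their values were seen. CDX2, an intestinal transcription factor, stood at 126.94 and 147.75 in shCtrl and 116.78 and 131.83 in shTBX3, CDH17, an intestinal cadherin, at 40.4 ± 6.59 and 33.4 ± 1.05, KRT20 at 27.3 ± 12.7 and 32.8 ± 4.29, and VIL1, which encodes villin, at 10.6 ± 2.22 and 10.0 ± 1.66. The colon markers CDX1, FABP1, GPA33 and MUC2 had group means of 0.415 or below. Among thyroid genes, PAX8 was at 1.70 ± 0.226 and 1.54 ± 0.481, and TG, TSHR, NKX2-1 and FOXE1 were at 0.31 or below in every library. Other thyroid genes were higher, with SLC5A5, the iodide symporter, at 2.75 ± 0.156 and 2.85 ± 0.608, HHEX at 2.79 ± 0.0990 and 2.83 ± 0.0707, and TFF3, which intestinal goblet cells also make, at 11.6 ± 1.73 and 10.4 ± 2.98. DUOX2, a peroxide-generating oxidase, was at 1.96 and 5.54 in shCtrl and 0.15 and 0.61 in shTBX3 (limma adjusted p = 0.374) and passed adjusted over the list alone (limma adjusted p = 0.0420). Of the 23 thyroid differentiation genes listed, 8 were expressed well enough to test, 2 higher and 6 lower (camera adjusted p = 0.385).

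**Figure D3:**
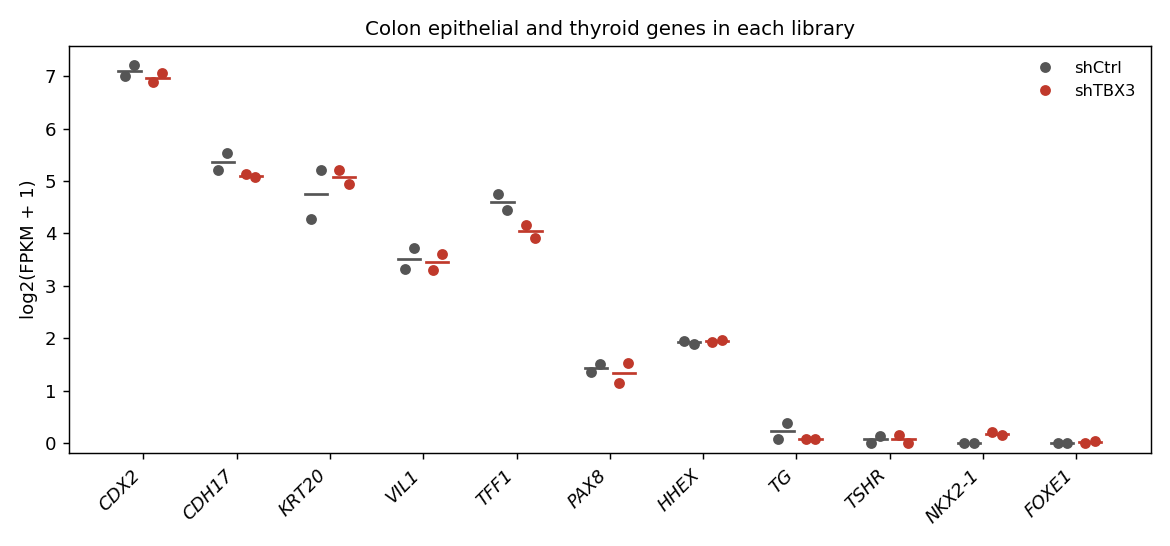
Expression, as log2(FPKM + 1), of 5 colon epithelial genes (CDX2 to TFF1) and 6 thyroid genes (PAX8 to FOXE1) in the 2 shCtrl (grey) and 2 shTBX3 (red) libraries; points are libraries and bars are group means. CDX2 has an FPKM between 116.78 and 147.75 in all 4 libraries, while TG, TSHR, NKX2-1 and FOXE1 stay at an FPKM of 0.31 or below.

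Replication-dependent histones were higher in shTBX3 in 15 of 17 members, with a median log2 fold change of 0.38 (camera adjusted p = 1.9e-04, and adjusted p = 0.674 with an estimated correlation). HIST1H1C had means of 15.7 ± 0.410 and 25.2 ± 0.474 and HIST1H2BK of 18.4 ± 3.44 and 34.2 ± 4.99 (SD, n = 2 each). These 2 passed adjusted over the list alone. HIST1H1E, named after its values were seen, had means of 6.235 and 8.98. All other histones tested were near the floor, with group means of 2.855 or below. Among them was HIST1H2BJ at 1.24 ± 0.552 and 2.77 ± 0.396. Most of these mRNAs lack a poly(A) tail, so their level also follows how RNA was selected. DNA replication and G1/S genes were higher in 31 of 41 members by a median of 0.10 (camera adjusted p = 0.00226, and adjusted p = 0.889 with an estimated correlation). CDC45 (15.9 ± 0.198 against 22.3 ± 2.31), RFC2 (34.9 ± 1.25 against 46.6 ± 3.46) and CDC6 (21.50 and 20.53 against 34.21 and 23.72), which load and run the replication fork, did not pass singly. The GO term DNA replication, tested after the data were seen, was not called (56 genes, median log2 fold change 0.01, camera adjusted p = 0.809). The term DNA-dependent DNA replication, tested likewise, was not called either (45 genes, median 0.06, camera adjusted p = 0.226). The replication list lost its call without shCtrl replicate 2 (camera adjusted p = 0.576) and without shTBX3 replicate 1 (0.693). Cyclins and cyclin-dependent kinases (10 of 14 higher, camera adjusted p = 0.131) and mitosis genes (22 of 41 higher, camera adjusted p = 0.463) were not called.

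Cholesterol synthesis and uptake genes were higher in 17 of 24 members by a median of 0.14 (camera adjusted p = 0.00506, and adjusted p = 0.674 with an estimated correlation). HMGCS1, which makes HMG-CoA, had means of 23.6 ± 1.54 and 37.8 ± 7.54, and INSIG1, a sterol sensor, of 31.8 ± 4.38 and 45.4 ± 6.43 (SD, n = 2 each). The member with the smallest p, DHCR7, named after its values were seen, was lower (64.9 in shCtrl against 42.6 in shTBX3). No cholesterol gene passed adjusted over the list alone. The cholesterol list missed the threshold without shCtrl replicate 2 (camera adjusted p = 0.0707) and without shTBX3 replicate 1 (0.0768). Immediate early genes, which respond to handling as well as to growth factors, were higher in 16 of 22 members by a median of 0.17 (camera adjusted p = 0.00558, and adjusted p = 0.889 with an estimated correlation). JUN had means of 4.98 ± 1.43 and 12.1 ± 2.51 and passed adjusted over the list alone, KLF6 of 14.8 ± 1.39 and 20.6 ± 1.39, while ATF3 stood at 0.70 and 0.63 against 1.72 and 2.29. That call was lost without shCtrl replicate 1 (camera adjusted p = 0.104) and without shTBX3 replicate 2 (0.487).

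Cytosolic ribosomal proteins were higher in 45 of 58 members by a median of 0.07 (camera adjusted p = 0.00712, and adjusted p = 0.889 with an estimated correlation), a direction that turned under quantile normalization (camera adjusted p = 0.984). RPSA had means of 921 ± 13.6 and 1102 ± 27.3, RPS2 of 5231 ± 308 and 6460 ± 882, and RPLP1 of 2912 ± 159 and 3461 ± 314. Ribosomal protein genes have many processed pseudogenes, so their values are uncertain. The ribosomal list also lost its call without shCtrl replicate 2 (camera adjusted p = 0.0882) and without shTBX3 replicate 2 (0.487). Hypoxia and glycolysis genes were higher in 20 of 29 members by a median of 0.13 (camera adjusted p = 0.0375, and adjusted p = 0.674 with an estimated correlation), among them LDHA (453 ± 48.3 against 555 ± 69.0), ENO1 (1110 ± 66.9 against 1359 ± 211) and ENO2 (7.01 ± 0.544 against 8.94 ± 1.58). The hypoxia list kept its call in 7 of 14 alternatives, with an adjusted p of 0.549 without shCtrl replicate 1 and 0.258 without shTBX3 replicate 2.

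**Figure D4:**
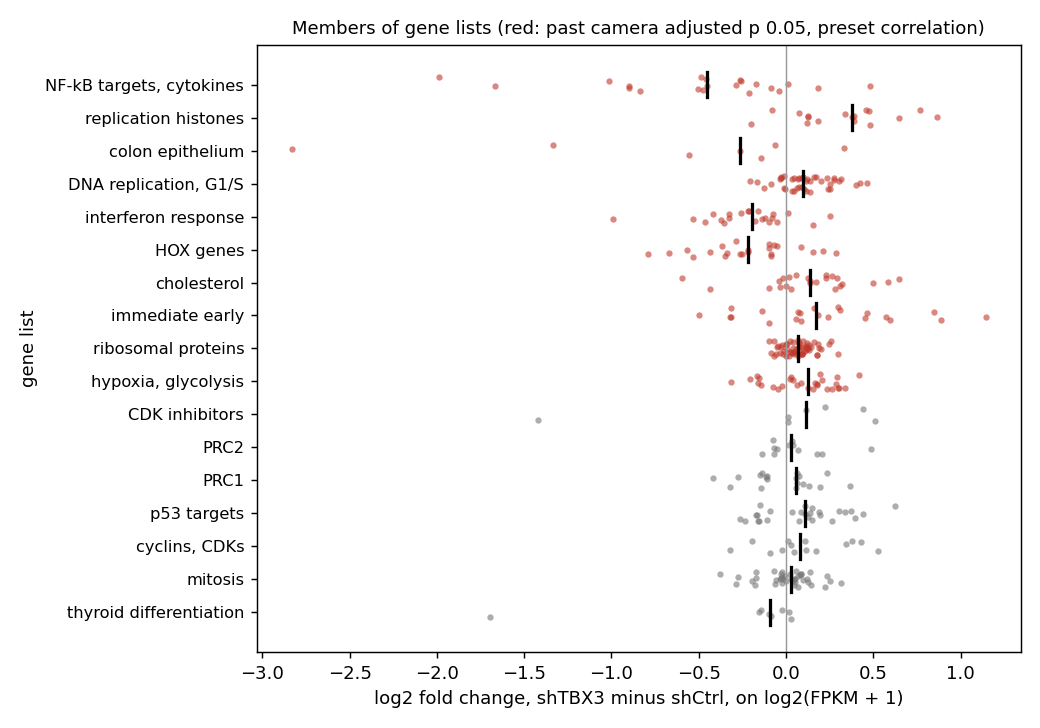
Log2 fold change (shTBX3 minus shCtrl, on log2(FPKM + 1)) of the tested members of 17 gene lists; each point is a gene and black bars are list medians. Red lists passed camera's adjusted p of 0.05 at the preset correlation, with medians from −0.45 for NF-kB targets and cytokines to 0.38 for replication histones, and 0 of them passed with an estimated correlation.

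Of 31 lists tested, 10 were called by camera, 6 higher and 4 lower, but 0 with an estimated correlation (0 also at an unadjusted p under 0.05) and 0 by fry (2 at an unadjusted p under 0.05). The loss of calls with an estimated correlation does not by itself show correlated members. For hypoxia the estimate was 0.012, near the preset 0.01, yet camera's unadjusted p went from 0.0121 to 0.134. For p53 targets the estimate was −0.023, and that p went from 0.0269 to 0.131. Fry's mixed test, which does not ask for a shared direction, called 2 lists, NF-kB and colon (adjusted p = 0.0216 for both). At the preset correlation, camera's adjusted p of the 21 lists not called lay between 0.0758 for p53 targets (18 of 27 members higher) and 0.968 for nuclear-encoded oxidative phosphorylation (22 of 50 higher). They included genes of apoptosis (9 of 24 higher, adjusted p = 0.901), epithelial junctions and keratins (14 of 31, 0.901), mesenchymal genes (9 of 13, 0.263), ERK output (14 of 24, 0.405), Wnt targets (8 of 16, 0.627) and TGF-beta targets (4 of 15, 0.421). Histone deacetylases and corepressors (6 of 15 higher, adjusted p = 0.262), the unfolded protein response (8 of 26, 0.901), heat shock genes (9 of 17, 0.463), extracellular matrix genes (7 of 13, 0.901) and leukocyte markers (4 of 5, 0.691) were not called either. The majority of some lists turned with the scaling: 13 of 24 apoptosis genes were higher under median-of-ratios scaling, trimmed mean scaling and quantile normalization alike. Of 31 epithelial genes 17 were higher under the first 2 of these and 12 under the last. The unfolded protein response kept its lower majority, with 12 of 26 members higher under the first 2 and 10 under the last. Median and mean differed in sign for PRC1, extracellular matrix and Wnt targets, and the direction of the test differed from both for epithelial, unfolded protein response and oxidative phosphorylation genes. Fewer than 5 members were expressed among T-box genes (3), endothelial markers (3), fibroblast markers (3) and parafollicular markers (1), and 0 of 26 mitochondrially encoded genes stood in the table, so these 5 lists were not tested.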

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

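The tests on coding genes alone, on coding genes without the heptamers TGTCGTT and GTCGTTA, and of lists under trimmed mean scaling and quantile normalization were chosen after the data were seen. Against the 25 genes called (10 higher, 15 lower), limma called 7 with a pseudocount of 0.1, 3 at an adjusted p under 0.01, and 0 without a filter on low values (1249 at an unadjusted p under 0.05). It called 19 among coding genes alone (1 higher, 18 lower) and 8 among coding genes without those heptamers (1 higher, 7 lower), and between 12 and 55 with a library left out. The lone library of its group is then assumed to vary like the other group. The other alternatives, apart from the replicate block, gave 20 to 36 genes. The share of calls that were higher was 40% and 41.7% at most under other scalings, and moved further with a library left out. The filter sets part of that move. With a shTBX3 library left out, the 9 small RNAs called higher could not be tested. With a shCtrl library left out, the 3 called lower could not. The median of all genes moved by at most 0.03 on the log2 scale. All 25 genes kept their sign wherever they were tested. The replicate number as a block gave 132 calls (34 higher, 98 lower) and included all 25. The labels tie the numbers to no shared batch and there are 2 pairs, so the numbers are not taken to pair the libraries. Same-numbered deviations from the group means correlated at 0.26 across genes.

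Of the named genes 12 passed in the main test, 7 with a pseudocount of 0.1 and 0 without a filter. With a shTBX3 library left out, RNU6-7, RNU6-8 and MIR4454 could not be tested. TBX3 kept its negative sign in all 15 alternatives (log2 fold change −0.87 to −0.47, limma adjusted p from 0.0632 to 1.00) and CDKN1C its positive sign (0.18 to 0.84, adjusted p from 0.140 to 0.963), with no call for either. The sign turned for CDKN1B (−0.21 to 0.24), EED (−0.10 to 0.24) and SUZ12 (−0.11 to 0.14) as single libraries were left out. Against 10 lists called, camera called 0 with an estimated correlation and fry 0 (0 and 2 at an unadjusted p under 0.05), and camera 5 to 11 with a library left out. As given above for hypoxia and p53 targets, the loss with an estimated correlation does not by itself show correlated members. The ribosomal list turned direction under quantile normalization (adjusted p = 0.984). The NF-kB, histone and colon lists lost their calls with an estimated correlation and by fry, and in no other alternative that was run. There were 14 alternatives for the NF-kB and colon lists and 13 for the histone list. The cause of these changes was not tested, beyond what fewer libraries or genes explain. Count-based tests were not run, because the table gave FPKM alone. At 8520000 to 8560000 fragments per library, genes at a few fragments cannot be told from counting error.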

Other observations

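The tests of GO terms, of the set of genes that fell further than TBX3, of the U6 copies, of small RNAs at an equal p limit, and both tests on colon and thyroid genes were chosen after those values were seen, and the other tests before.

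Among GO process terms, camera called 2 of 773. Genes of the cytokine-mediated signaling pathway were lower in shTBX3 (80 genes, median log2 fold change −0.15, adjusted p = 0.00973, and adjusted p = 1.00 with an estimated correlation), and genes of nucleosome organization were higher (58 genes, median 0.09, adjusted p = 0.0240, and adjusted p = 1.00 with an estimated correlation). Single genes, named after their values were seen, stood apart between the groups without passing limma's threshold. S100P, a calcium-binding protein, was at 48.89 and 37.39 in shCtrl and 11.43 and 16.66 in shTBX3 (adjusted p = 0.105). TMPRSS2, a membrane serine protease, was at 9.06 and 11.06 against 2.60 and 3.96 (adjusted p = 0.126), and LCN2, an iron-binding lipocalin, at 872.97 and 1085.79 against 347.50 and 667.18 (adjusted p = 0.542). In the imprinted cluster on chromosome 11, H19, a non-coding RNA expressed from the maternal allele, was at 402.71 and 640.52 against 202.33 and 270.43 (log2 fold change −1.12 ± 0.25, adjusted p = 0.335). IGF2, its reciprocally imprinted neighbour, was at 26.64 and 30.38 against 15.89 and 22.14 (adjusted p = 0.587), while CDKN1C in the same cluster had the opposite sign.

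Of the coding genes searched, 115 had a log2 fold change below that of TBX3 at an unadjusted p under 0.01, against 28 as far above 0, and off-target silencing by the hairpin through its seed may account for part of them. The heptamer TGTCGTT, found in the 3' UTR of 326 genes, had a z of −14.3 and GTCGTTA a z of −13.7, beyond the lowest of 100 permutations (−5.12), and their joint octamer TGTCGTTA stands in exon 2 of TBX3, in the coding sequence (chromosome 12, 115118853 to 115118860, minus strand, GRCh37), as in 0.903% of the coding transcripts and 1.71% of those at least as long as that of TBX3. Other heptamers also lay beyond −5.12. GTCGTTT (−8.90), AGTCGTT (−6.93) and GTCAGTT (−6.88) do not occur in the TBX3 transcript. ATGTCGT (−6.21), AAGTCGT (−5.44), TCGTTAT (−5.19) and GTCGTTC (−5.16) do. With heptamers ranked on all other genes (TGTCGTT and GTCGTTT), 23.5% of the set held either, against 4.06% of other genes (Fisher's exact test, one-sided, p = 2.1e-13). The z of TGTCGTT was at most 0.662 in absolute value between libraries of a group. It lay between −11.4 and −7.74 in the 4 contrasts of a shTBX3 with a shCtrl library. Contrasts of single libraries have no limma statistic of the groups, so their z is not comparable in size with the −14.3 above. For this heptamer, these values argue against a difference between libraries that does not follow the hairpin. TGTCGTT was chosen on the contrast of the groups, so the values between groups partly restate that choice. Libraries of a group were not searched for a leading heptamer of their own. What stays open is the rest of the set. Of its 115 genes, 33 hold TGTCGTT or GTCGTTA in the 3' UTR. The hexamer GTCGTT, shared by both heptamers, is absent from the whole transcript in 68. Of the 12 coding genes called lower, 7 hold neither TGTCGTT nor GTCGTTA, CXCL1, CXCL3 and PHGR1 among them. The labels name no second hairpin against TBX3 and give no sequence. An effect of TBX3, or a later effect of other silenced genes, was therefore not tested.

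The small RNAs among the genes called are a second pattern, for which counting noise of a few fragments on short genes is a candidate explanation. At 0 in both libraries of a side and above 0 in both of the other were 35 small RNAs in the real grouping, and 35 and 39 in the 2 other splits of the 4 libraries. The real grouping called 12 small RNAs against 1 and 3, but at an equal unadjusted p (the highest among its calls, 8.7e-05) the splits gave 10, 11 and 6 without the U6 copies. The U6 copies stay open: about 26 fragments of RNU6-7 in shTBX3 against 0 in shCtrl gave an exact binomial p of 2.98e-08, but that p takes fragments as independent and the gene was picked for these values. No biological explanation was tested.

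Over all genes, the real grouping called 25 genes, 13 of them coding, against 1 and 3 genes and 0 coding genes in the other splits, and 3 splits, of which 1 gave as many calls, are too few for a share under 0.05. At an unadjusted p under 0.05 the order differed, with 929 genes for the real grouping and 1573 for replicate number 2 against 1.

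The third pattern is that of colon epithelial genes in libraries labelled as a thyroid line, for which cells of colon epithelial origin in the cultures are a hypothesis. CDX2 lay at or above percentile 95.9 of the tested genes in every library, while PAX8, NKX2-1 and FOXE1 lay at or below percentile 12.5. These are the values that raised the question, so they do not test it, and the other colon markers differed: CDH17, KRT20, TFF1 and VIL1 had group means of 10.0 or above, PHGR1 and LGALS4 were lower in shTBX3 as given above, and CDX1, FABP1, GPA33 and MUC2 had group means of 0.415 or below. Thyroid carcinoma cells that lost these thyroid genes and gained CDX2 would be alike in CDX2, PAX8, NKX2-1 and FOXE1, so the 2 origins cannot be told apart from these 4 genes, and no other genes were tested for it. Of the 11 colon markers listed, 7 were expressed well enough to test, and no genotype was analysed here.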
